A study of Mus musculus with 37 samples.

How the data were processed

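Bulk paired-end RNA sequencing was done on hearts of mouse embryos at stage E10.5. Per the labels' protocols, total RNA was extracted with the NEB Monarch Total RNA Miniprep kit and libraries were made with the NEBNext Ultra II RNA kit. The authors deposited a table of raw read counts with 1 column per library and 1 row per gene symbol, and from its values these are whole counts that were not normalized and whose totals differ between libraries. Neither the labels nor the file header state the aligner, the counting tool, the genome build, the annotation, the strand setting or any filter. A count can therefore include reads that belong to overlapping, antisense or near-identical genes, and such genes are reported as uncertain. The table held 25239 gene rows, of which 4273 had a count of 0 in every library. No symbol began with mt-, so the mitochondrial share was not measured.

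Gene symbols were matched to name tables, and 24366 were found in GENCODE M21 and 25041 in a RefSeq table of assembly GRCm38.p6. Since the authors' build is not stated, no coordinates are printed. The RefSeq table was used only for which genes neighbour each other, and M21 exon lengths were used only in a check of gene length. Libraries were assigned to the 4 genotypes from their titles. The set number is the number that follows the letters IVF in the description label, which does not spell out what it marks. All 37 libraries had a column and a genotype, and 0 other columns of values were present.

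Low-count genes were removed with filterByExpr by genotype (minimum count 10, minimum total count 15), which left 15046 genes. Counts were scaled by TMM and fitted with the edgeR quasi-likelihood method (edgeR 4.0.16, limma 3.58.1, R 4.3.3), with genotype and set number as factors and all 37 libraries in one fit, so that the genotypes share one estimate of the spread. Set 7 holds only double_het replicate 2, which its set term fits exactly, so double_het comparisons rest on 8 libraries. Tests were two-sided, and p-values were adjusted by Benjamini-Hochberg over all genes within each comparison, with a threshold of 0.05. The 6 comparisons were each single heterozygote and the double heterozygote against wild-type, the double against each single heterozygote, and the interaction. The comparisons, tests, covariates, 11 gene lists, rule for named genes and all alternatives except those listed next were fixed before the data were examined. Added afterwards were the 2 effects averaged over the other genotype, leaving out each library in turn, the gene list tests without the library labelled Nipbl_het replicate 2, and a camera test with a preset correlation.

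Genes named for a comparison were Nipbl and Isl1 and up to 4 genes in each direction with the smallest p-values, among genes past the threshold with a mean log2 CPM of at least 1. They also had to be not sex-linked and to have the same direction in every set that held the groups compared. Members of the fixed lists past the threshold could also be named. One such member is not reported here. Log2 CPM for plots, scores and principal components used a prior count of 2. Means and SDs are of CPM after TMM scaling. Standard errors of log2 changes were computed from the F statistic. Gene lists were tested with fry, adjusted over 11 lists and 4 contrasts. The lists covered second heart field, cohesin and its regulators, beta protocadherins, ventricular and atrial cardiomyocytes, endocardium, epicardium, cushion mesenchyme, erythroid cells, liver and foregut endoderm. Lists of unfolded protein response, low oxygen response, and neuron and neural crest genes were written later for single tests. They are used in the closing observations.

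The model was tested on simulated data drawn from the means and library sizes of the real libraries over 15046 genes, with 200 genes changed by a log2 change of 0.5, 1 or 2. It recovered 82.5% of the changed genes in Nipbl_het, 82.0% in double_het and 65.5% of 200 genes with an interaction, and called 0 genes in a comparison without change. Of the 173 calls in Nipbl_het, 8 were false. Of 40 unchanged gene lists, 1 had a p-value under 0.05.

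Alternatives were a fit without the set term, the replicate number of the titles as a factor in place of the set number, DESeq2 1.42.0 with the same design, DESeq2-style size factors in edgeR, no filter on low counts, at least 10 counts in every library, 2 surrogate variables (sva 3.50.0), the Xist level as a covariate, and each of sets 1, 2, 5 and 6 left out. The gene list tests were also made with camera. Other tools were Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Depth ranged from 23.4 to 51.0 mega-counts per library. Reads without molecular identifiers are not independent molecules, so a binomial interval covers counting error only.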

Results

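Gene expression was measured by bulk paired-end RNA sequencing in hearts dissected from mouse embryos at stage E10.5. Nipbl encodes a protein that loads cohesin, the ring complex that shapes chromosome loops, and Isl1 encodes a transcription factor of cardiac progenitor cells. Embryos came from fathers whose sperm carried either a working or a null Nipbl allele, and from mothers with a Cre recombinase gene in place of 1 working Isl1 allele. The cross gave 4 genotypes, here called wild-type (n = 10), Isl1_het with 1 working Isl1 allele (n = 9), Nipbl_het with 1 working Nipbl allele (n = 9) and double_het with 1 working allele of each gene (n = 9). Each of the 37 libraries carries a set number in its label. Set 1 held 3 wild-type and 3 Isl1_het libraries and no library with Nipbl loss, and set 7 held a single double_het library, replicate 2. Sets 2, 5 and 6 held all 4 genotypes, but set 6 held only 1 Isl1_het and 1 double_het library. Differences of these genotypes within set 6 therefore rest on 1 library each. With a term for each set, the library of set 7 is fitted exactly and informs no genotype difference, so fitted comparisons of double_het rest on 8 libraries. Means, SD and counts of libraries use all 9.

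The total count per library, given in mega-counts (M), ranged from 23.4 to 51.0 M, with a median of 36.2 M. Mean totals were 32.9 ± 4.99 M in wild-type (SD, n = 10), 37.1 ± 5.50 M in Isl1_het (SD, n = 9), 37.7 ± 3.77 M in Nipbl_het (SD, n = 9) and 34.7 ± 5.14 M in double_het (SD, n = 9). Between 16632 and 17774 genes had at least 1 count in a library. Libraries of the same genotype were compared for duplicates in 153 pairs. The smallest chi-square per degree of freedom was 7.46, so no pair lay within sampling noise and each library was counted as 1 replicate. The set number was associated with expression at an adjusted p-value under 0.05 in 5745 of the 15046 genes tested, and it was therefore a term of every fit. The common biological coefficient of variation was 0.209.

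The first principal component of the log2 CPM values held 23.9% of the variance and the second 13.2%. On the first component the library labelled Nipbl_het replicate 2 lay at 114, while the next Nipbl_het library lay at 18.8. The remaining libraries did not separate by genotype on these components, and libraries of set 1 lay towards high values of the second component.

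**Figure D1:**
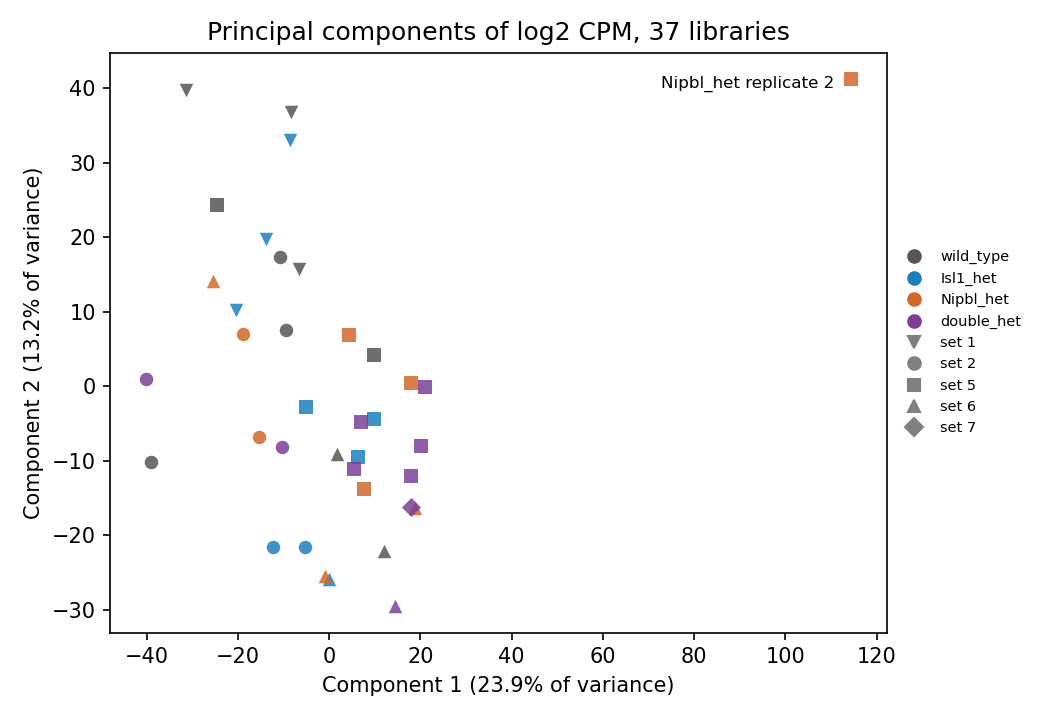
Each point is 1 of the 37 libraries placed by its scores on the first 2 principal components of log2 CPM (axes in component units, with the percent of variance), with genotype as colour and set number as marker. One of them, the library labelled Nipbl_het replicate 2, stands apart at 114 on the first component.

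The targeted genes were examined first, since they check the labels. Nipbl stood at 60.0 ± 10.1 CPM in wild-type (SD, n = 10), 61.5 ± 5.88 CPM in Isl1_het (SD, n = 9), 39.3 ± 13.8 CPM in Nipbl_het (SD, n = 9) and 38.1 ± 7.41 CPM in double_het (SD, n = 9). The lowest wild-type library was at 47.6 CPM. Of the 9 Nipbl_het libraries, 8 lay below every wild-type library, the highest of them at 44.9 CPM. The remaining one, the library labelled Nipbl_het replicate 2, was at 72.4 CPM and went against its label. In double_het, 8 of the 9 libraries lay below every wild-type library, and all 9 lay below the wild-type mean. The log2 change of Nipbl was −0.74 (SE 0.12, adjusted p 3.48e-04, edgeR) in Nipbl_het against wild-type and −0.82 (SE 0.12, adjusted p 7.19e-05, edgeR) in double_het against wild-type. Without the library labelled Nipbl_het replicate 2 the change in Nipbl_het was −0.88 (SE 0.07). Without set 2 it was −0.66 with an adjusted p of 0.0576. Within sets 2, 5 and 6 the difference of mean log2 CPM between Nipbl_het and wild-type was −0.96, −0.43 and −1.04, and that between double_het and wild-type was −0.90, −0.67 and −0.75. Nipbl did not differ between Isl1_het and wild-type (log2 change 0.03, adjusted p 0.972).

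Isl1 stood at 7.37 ± 2.24 CPM in wild-type (SD, n = 10), 6.28 ± 1.76 CPM in Isl1_het (SD, n = 9), 13.0 ± 2.82 CPM in Nipbl_het (SD, n = 9) and 9.50 ± 3.51 CPM in double_het (SD, n = 9). Raw Isl1 counts ran from 127 to 869 per library. In Isl1_het against wild-type the log2 change was −0.20 (SE 0.18, adjusted p 0.877, edgeR), with 7 of 9 Isl1_het libraries below the wild-type mean and 1 of 9 below every wild-type library. A decrease did not pass the threshold, and a small one is not excluded. Within sets 1, 2, 5 and 6 this difference was −0.49, −0.28, 0.04 and 0.03. Fits of set 1, set 2 and set 5 alone gave unadjusted p-values of 0.00841, 0.396 and 0.925 (edgeR) for Isl1. Because a library labelled Isl1_het could not be told from wild-type by its Isl1 value, the Isl1 genotype of the labels was taken as given. Isl1 was higher in Nipbl_het than in wild-type by 0.79 on the log2 scale (SE 0.19, adjusted p 0.0252, edgeR), with 9 of 9 libraries above the wild-type mean and 3 of 9 above every wild-type library, the library labelled Nipbl_het replicate 2 among the 9. The difference was 0.85, 0.70 and 1.15 within sets 2, 5 and 6. The adjusted p-value rose above 0.05 when set 1, set 2 or set 6 was left out (0.0581, 0.180 and 0.188). In double_het the change against wild-type was 0.32 (SE 0.20, adjusted p 0.591, edgeR). Against Isl1_het it was 0.52 (SE 0.20, adjusted p 0.379, edgeR), with 0.72, 0.22 and 0.36 within sets 2, 5 and 6. A rise with Nipbl loss on the Isl1_het background thus did not pass the threshold and is not excluded.

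**Figure D2:**
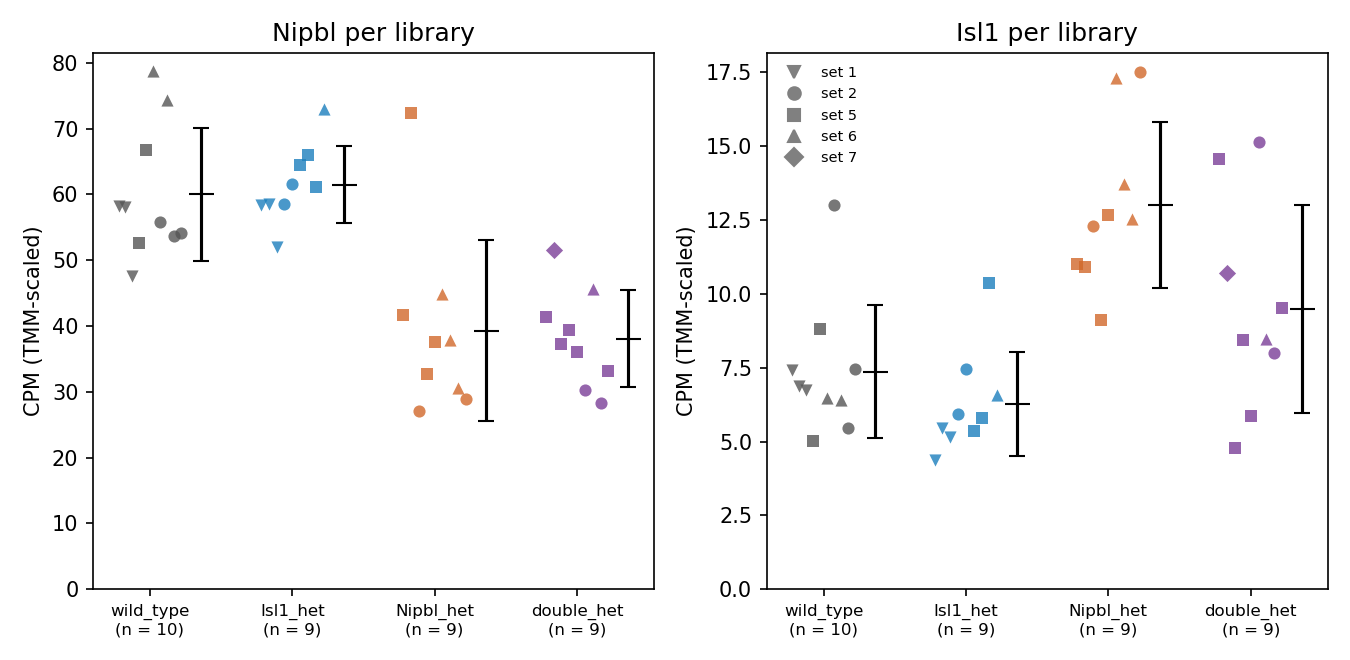
Nipbl (left) and Isl1 (right) in CPM after TMM scaling, with 1 point per library, genotype on the horizontal axis, set number as marker, and the mean with SD as a bar beside each genotype. All Nipbl_het libraries except the library labelled Nipbl_het replicate 2, at 72.4 CPM, lie below the wild-type libraries in Nipbl, and the genotypes overlap in Isl1.

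Of the 15046 genes tested, the comparison of Isl1_het with wild-type, which asks what the loss of 1 Isl1 allele changes, gave 0 genes with an adjusted p-value under 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p-value under 0.05 there were 886 genes, against 752 that chance gives, and the smallest adjusted p-value was 0.161. The alternatives that moved this count most, DESeq2 and a fit with 2 surrogate variables, each gave 11 genes. Leaving out the library labelled Nipbl_het replicate 2 gave 2 genes, and leaving out wild-type replicate 9 gave 1.

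The comparison of Nipbl_het with wild-type gave 258 genes, 180 higher and 78 lower, with a median absolute log2 change of 0.62. At an unadjusted p-value under 0.05 there were 2267 genes. The alternatives that moved the count most were leaving out set 2, with 31 genes, and a fit with 2 surrogate variables, with 1332 genes, of which 50.8% were higher, against 69.8%. One library decided much of the count: 410 genes passed without the library labelled Nipbl_het replicate 2, whose Nipbl level went against its label, and 167 passed without Nipbl_het replicate 9. The genes with the smallest p-values among those higher were H2bu2 (log2 change 1.34, SE 0.18, adjusted p 7.34e-05), Rarres1 (1.21, SE 0.17), Cacnb3 (0.67, SE 0.10) and Zfp979 (0.68, SE 0.10), each above the wild-type mean in 9 of 9 libraries. H2bu2 is a histone gene and Zfp979 a zinc-finger gene of families with near-identical members, so their values are uncertain where reads could be split between copies. Among the genes lower were Slitrk5 (−0.91, SE 0.12, adjusted p 7.34e-05), Sox3 (−0.97, SE 0.13) and Lpar3 (−0.43, SE 0.06), each below the wild-type mean in 9 of 9 libraries, together with Nipbl itself, below it in 8 of 9. The directions were computed with the library labelled Nipbl_het replicate 2 included, and H2bu2 in that library, at 15.3 CPM, lay apart from the other Nipbl_het libraries. Without it the change of H2bu2 was 1.11 with an adjusted p of 4.69e-06. Of the 258 genes, 257, 258 and 256 had the same direction within sets 2, 5 and 6, but those sets took part in the selection of the genes. When each of these sets was left out in turn, 31, 124 and 175 genes passed, of which 31, 103 and 135 had the same direction in the set left out.

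The comparison of double_het with wild-type gave 391 genes, 267 higher and 124 lower, with a median absolute log2 change of 0.59 and 1739 genes at an unadjusted p-value under 0.05. Leaving out set 5 gave 67 genes, and a fit with 2 surrogate variables gave 1779, of which 52.2% were higher, against 68.3%. Leaving out the library labelled Nipbl_het replicate 2, which belongs to neither group but enters the shared spread and the term of set 5, gave 839 genes, and leaving out double_het replicate 4 gave 244. Among the genes higher were Barx2 (log2 change 1.58, SE 0.20, adjusted p 2.93e-05), Zfp979 (0.80, SE 0.10), Sh3tc2 (0.68, SE 0.09) and Nfe2l3 (0.98, SE 0.13). Each lay above every wild-type library in 9 of 9 double_het libraries. Among the genes lower were Slitrk5 (−1.09, SE 0.12, adjusted p 5.19e-06), Lrrc4b (−0.56, SE 0.07), Lpar3 (−0.50, SE 0.07) and Eepd1 (−0.55, SE 0.08), each below the wild-type mean in 9 of 9 libraries. All 391 genes had the same direction within sets 2 and 5, which took part in their selection.

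The comparison of double_het with Isl1_het, which asks what the loss of 1 Nipbl allele changes on the Isl1_het background, gave 144 genes, 80 higher and 64 lower, with 1127 at an unadjusted p-value under 0.05. A fit with 2 surrogate variables gave 763 genes and leaving out set 5 gave 12. Without the library labelled Nipbl_het replicate 2, again in neither group, the count was 361, and leaving out any 1 of 8 other libraries gave between 73 and 88. Barx2 (log2 change 1.94, SE 0.21, adjusted p 2.74e-06), Trim72 (0.71, SE 0.09), Clic6 (0.97, SE 0.14) and Wt1 (0.54, SE 0.08) were higher. Slitrk5 (−1.06, SE 0.13, adjusted p 7.08e-06), Lrrc4b (−0.57, SE 0.07), Nipbl (−0.86, SE 0.12) and Sobp (−0.86, SE 0.13) were lower. All 8 genes had the same direction against the Isl1_het mean in 9 of 9 double_het libraries. Without set 5, Trim72, Clic6, Wt1 and Sobp kept their direction with adjusted p-values from 0.0577 to 0.196.

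The comparison of double_het with Nipbl_het, which asks what the loss of 1 Isl1 allele changes on the Nipbl_het background, gave 0 genes, with 1355 at an unadjusted p-value under 0.05 and a smallest adjusted p-value of 0.336. Its reference group includes the library labelled Nipbl_het replicate 2, and without that library the count was also 0. Isl1 was lower in double_het by a log2 change of −0.47 (SE 0.19, adjusted p 0.518, edgeR), and the difference was −0.41, −0.44 and −0.76 within sets 2, 5 and 6. Nipbl differed by −0.08 (adjusted p 0.861), a change that took the other sign, 0.08, without the library labelled Nipbl_het replicate 2.

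The interaction asks whether the double_het change departs from the sum of the 2 single changes on the log2 scale. It gave 0 genes, with 411 at an unadjusted p-value under 0.05 against 752 that chance gives, and a smallest adjusted p-value of 0.999. In simulated counts with the same library sizes and spread, this test recovered 37.9% of genes with an interaction of 0.5 on the log2 scale. It recovered 71.9% of those at 1 and 85.7% of those at 2. Departures near 0.5 were thus mostly not detectable with these replicates. The simulated data held 200 genes with an interaction, which eases the adjusted threshold, and their genes varied independently. With few true interactions, recovery would be lower at each size. The interaction was −0.12 for Nipbl and −0.27 (SE 0.26) for Isl1. The value for Nipbl was 0.05 without the library labelled Nipbl_het replicate 2.

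Comparisons averaged over the other gene's genotype were added after the data were examined, since the interaction gave 0 genes. The Nipbl effect averaged over both Isl1 genotypes gave 605 genes, 401 higher and 204 lower, and 1044 without the library labelled Nipbl_het replicate 2. The Isl1 effect averaged over both Nipbl genotypes gave 26 genes, 22 higher and 4 lower, and between 4 and 73 when 1 library was left out. The lowest value came without double_het replicate 5 or double_het replicate 9 and the highest without wild-type replicate 7. The library labelled Nipbl_het replicate 2 also moved it, to 56. With no set term the count was 0, with 1061 genes at an unadjusted p-value under 0.05.

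**Figure D3:**
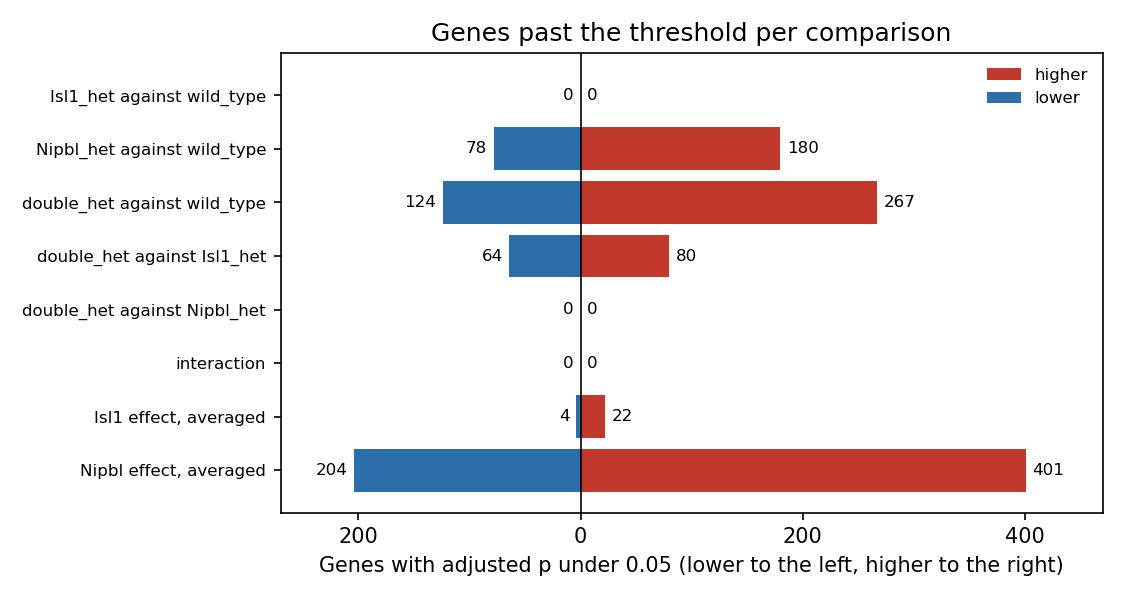
Number of genes with an adjusted p-value under 0.05 in each comparison (horizontal axis, genes), higher to the right and lower to the left, out of 15046 tested. The 3 comparisons that differ in Nipbl genotype and the averaged Nipbl effect, with 605 genes, hold nearly all of them.

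Nipbl_het and double_het shared 138 genes past the threshold against wild-type, all with the same direction. Because both were set against the same wild-type libraries, 20 data sets of unchanged groups were simulated with the same controls. The log2 changes of the 2 comparisons correlated across genes at r = 0.568, against a simulated median of 0.526 and a range of 0.418 to 0.606, so this correlation lay within what the shared controls gave. The simulated data sets shared at most 0 genes past the adjusted threshold. At an unadjusted p-value under 0.05 the comparisons shared 879 genes against a simulated median of 150 and a maximum of 178. Nipbl_het against wild-type and double_het against Isl1_het, which share no library, had 70 genes in common, all with the same direction. Their log2 changes correlated at r = 0.449 against a simulated median of 0.116 and a maximum of 0.231. The simulated genes varied independently of each other, so simulated ranges are narrower than those of real libraries. When genotypes were shuffled within sets and a linear model was refitted to log2 CPM, the correlation of this pair was 0.508, and the highest shuffled value was 0.411. Isl1_het against wild-type and double_het against Nipbl_het correlated at r = 0.272 with edgeR, above the simulated maximum of 0.114. At an unadjusted p-value under 0.05 they shared 172 genes, against a simulated maximum of 62. With the linear fit the correlation was 0.351, and 6 of 100 splits gave as high a value, the real one included. The simulation and the shuffles thus differ, and the simulated range is too narrow. This correlation is therefore not taken as evidence of a common Isl1 effect. Genes are not independent replicates, and the library labelled Nipbl_het replicate 2 enters each of these pairs.

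Gene lists fixed before the data were examined were tested with fry, a directional set test, over 11 lists and 4 contrasts. Of these 44 tests, 9 had an adjusted p-value under 0.05. The list of ventricular cardiomyocyte genes was lower in Isl1_het (median log2 change −0.25, 0 of 7 genes higher, adjusted p 0.0218), in Nipbl_het (−0.23, 0 of 7, adjusted p 5.20e-04) and in double_het (−0.35, 0 of 7, adjusted p 4.93e-04). These comparisons share the same wild-type libraries, so they are not independent replications. The lists were not tested in double_het against Isl1_het. Among its members Mycn was lower in Nipbl_het (−0.47, SE 0.08, adjusted p 4.21e-04) and double_het (−0.50, SE 0.08), Irx4 in both (−0.47 and −0.50), and Hey2 in double_het (−0.42, SE 0.11). The list of atrial cardiomyocyte genes was higher in Nipbl_het (0.48, 5 of 6 genes, adjusted p 0.0149) and double_het (0.39, 5 of 6, adjusted p 0.0230). Sln, at 0.633 ± 0.528 CPM in wild-type (SD, n = 10) and with as few as 0 counts in a wild-type library, rose by 1.84 and 2.23 on the log2 scale. The epicardial list was higher in Nipbl_het (0.23, 7 of 7 genes, adjusted p 0.0439) and double_het (0.51, 7 of 7, adjusted p 7.07e-05). In double_het, Wt1 (0.53), Upk3b (0.72), Sema3d (0.73), Tbx18 (0.38) and Upk1b (0.38) passed the threshold over all genes. Without set 5, Upk3b (0.62, adjusted p 0.215) and Sln (1.62, adjusted p 0.0732) in double_het kept their direction but not the threshold. In Isl1_het the atrial list (0.22, 6 of 6 genes, adjusted p 0.0810) and the epicardial list (0.20, 5 of 7, adjusted p 0.0810) did not pass. With fry, no interaction of these lists passed. With camera at a preset correlation the interactions of the ventricular list (0.20, adjusted p 0.00631) and the atrial list (−0.32, adjusted p 8.92e-04) did, but not with camera at an estimated correlation, so whether their changes differ between backgrounds depended on the test. These 9 results also held without the library labelled Nipbl_het replicate 2.

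The beta protocadherins, a cluster of cell adhesion genes in which neighbouring genes are highly alike, were lower in Nipbl_het (median log2 change −1.22, 0 of 11 tested genes higher, adjusted p 1.23e-05) and double_het (−0.81, 0 of 11, adjusted p 0.00112), and did not pass the threshold in Isl1_het (0.02, 7 of 11, adjusted p 0.686). Their counts were low, and reads shared between members make single values uncertain. The 6 members past the threshold over all genes in Nipbl_het were Pcdhb14, Pcdhb16, Pcdhb18, Pcdhb19, Pcdhb20 and Pcdhb22, with changes from −1.09 to −1.87. Pcdhb20 and Pcdhb22 also passed in double_het (−1.42 and −1.17).

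The second heart field list, genes of the progenitors that add cells to the heart tube, did not pass the threshold in Isl1_het (−0.05, 8 of 17 genes higher, adjusted p 0.686), Nipbl_het (0.20, 12 of 17, adjusted p 0.0810) or double_het (0.03, 10 of 17, adjusted p 0.682). In Nipbl_het it passed with no set term (0.13, adjusted p 0.00891), and its median was 0.07 (adjusted p 0.129) without the library labelled Nipbl_het replicate 2. Its member Tbx1 was higher in Nipbl_het (1.38, SE 0.35, adjusted p 0.0322) and in double_het (1.37, SE 0.37). Without the library labelled Nipbl_het replicate 2 the change of Tbx1 in Nipbl_het was 1.01 and did not pass the threshold. The list of cohesin subunits and regulators had medians of 0.02, −0.01 and 0.003 in Isl1_het, Nipbl_het and double_het (adjusted p 0.701, 0.807 and 0.929), the last of which was −0.01 under the scaling of DESeq2. Endocardial medians were 0.15, −0.05 and 0.15 (adjusted p 0.322, 0.686 and 0.273), and cushion mesenchyme medians 0.08, −0.002 and 0.03 (adjusted p 0.572, 0.686 and 0.750). Lists that mark blood or neighbouring tissue did not pass either, which does not show that such tissue was absent. In the library highest in hepatic genes, their median lay 4.03 on the log2 scale above the fit of the other libraries. Erythroid medians were 0.58, −0.77 and 0.69 (adjusted p 0.389, 0.520 and 0.529), hepatic medians 0.46, 0.76 and 0.70 (adjusted p 0.545, 0.263 and 0.456), and foregut endoderm medians, over 2 tested genes, 0.19, −0.20 and 0.62 (adjusted p 0.651, 0.682 and 0.259). With fry, interaction tests of the 11 lists had adjusted p-values from 0.218 to 0.979.

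Over the lists with at least 1 member past 0.05 when adjusted over the list alone, the epicardial list had 7 members in double_het, against 5 over all genes, and 3 in Nipbl_het, against 1. Adjusted over the list alone, beta protocadherins had 9 members in Nipbl_het and 7 in double_het, against 6 and 2 over all genes. Atrial genes adjusted over the list alone numbered 4 in Nipbl_het, 3 in double_het and 1 in Isl1_het, against 1, 1 and 0. The other lists with such members, adjusted over the list alone, were ventricular (1, 2 and 3 in Isl1_het, Nipbl_het and double_het, against 0, 2 and 3), second heart field (0, 3 and 2, against 0, 2 and 1), hepatic (4 in Nipbl_het, against 0), epicardial in Isl1_het (3, against 0) and cushion mesenchyme in Isl1_het (1, against 0).

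**Figure D4:**
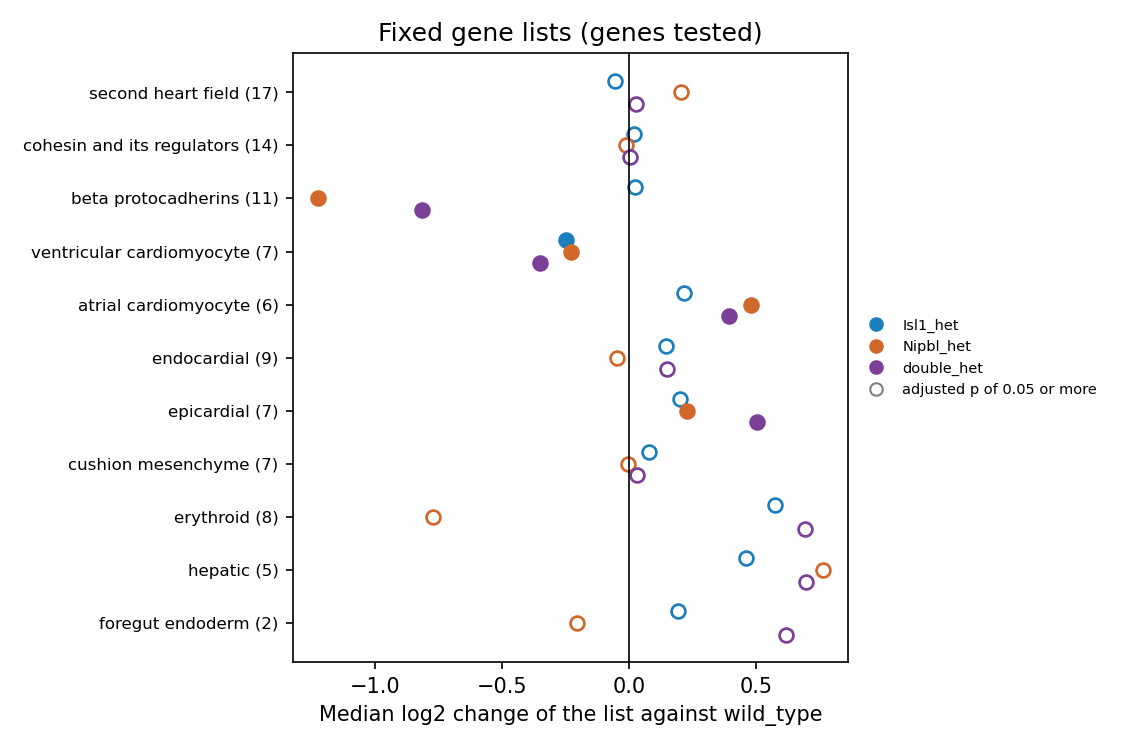
Median log2 change against wild-type (horizontal axis) of each of 11 gene lists, with the number of genes tested in brackets, for Isl1_het, Nipbl_het and double_het. Filled points had an adjusted p-value under 0.05 (fry), and include the beta protocadherins at −1.22 and −0.81 and the ventricular list in all 3 genotypes.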

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

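The test of depth for the library labelled Nipbl_het replicate 2 was chosen only after the result was seen. The other tests of this part were written down before their own values were seen, but after the library had been noticed. Values were looked at in 160 groups of libraries (40 values in each of 4 genotypes, 34 of them genes), and in 15 of these the highest or lowest library lay further from its nearest neighbour than Dixon's 95% criterion allows. Chance gives about 8 of 160, so most single cases may be chance. The cases were not spread evenly, since 4 fell on the library labelled Nipbl_het replicate 2 and 4 on wild-type replicate 7. Values of one library are not independent, so the cases of one library can have one origin. The grouping of the comparisons themselves was tested by shuffling genotypes within sets, for which 2 of 100 splits gave as many genes as the 258 in Nipbl_het, the real one included.

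The library labelled Nipbl_het replicate 2 lay at 114.4 on the first principal component, where the next Nipbl_het library was at 18.8. Its Nipbl level was 72.4 CPM (next 44.9), H2bu2 was 15.3 CPM (next 9.26) and Hey2 was 106.0 CPM (next 70.2). Low depth is argued against, since 17510 genes were detected, inside the range of 16632 to 17774 of the other libraries. Hepatic genes were not raised as a set. Of 7 hepatic genes, 5 were tested. Their median deviation here from the fit of the other libraries was −0.88 on the log2 scale (rank 31, highest library 4.03). However, 2 of the 5 lay above the fit, and members that go both ways do not decide whether liver tissue was present. A wild-type heart under a wrong label was tested too. Over 408 genes that passed the threshold in Nipbl_het without this library, the slope of its deviation from wild-type on the Nipbl_het effect was 0.861. Wild-type libraries lay between −0.31 and 0.20 and the other 8 Nipbl_het libraries between 0.82 and 1.23. The 408 genes and the effect were taken from these same libraries, so their ranges are not an independent reference. Across these genes the deviation of the library labelled Nipbl_het replicate 2 correlated with the effect at r = 0.389. No other library reached its level of the stress genes described below, so the slope of a stressed wild-type heart is not known. The slope lay within the Nipbl_het range, but a wrong label is not excluded. Nipbl itself, however, stood at the wild-type level, and this remains unexplained. Both stress tests came out with the library at the top. The median deviation of 11 unfolded protein response genes was 2.21 (11 of 11 above the fit), where the next library reached 0.25, and that of 12 low oxygen response genes was 1.79 (12 of 12), where the next reached 0.81. Derl3 and Ddit3, which were chosen after their values were seen, reached 342 and 702 CPM in this genotype, against highest wild-type values of 1.62 and 25.4 CPM. These values are consistent with a stress response in this heart before or during collection. Whether it arose in the embryo or in handling is open, and how it bears on the Nipbl level was not tested.

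Wild-type replicate 7 had 13.3% of its counts in its 10 most abundant genes (next 7.60%) and 9.09% in erythroid genes (next 1.63%). With erythroid genes left out, its top 10 share was 6.04%, just under the 6.23% to 7.66% of the other wild-type libraries. More blood in this sample may therefore account for both shares. The same library had the highest Isl1 (13.0 CPM, next 8.81) and the lowest Mycn (53.0 CPM, next 68.4) of its genotype. Leaving out erythroid genes before scaling hardly moved either value (13.3 and 54.1 CPM, Dixon's ratio 0.520 and 0.506). The step could not have brought them among the others, so it says nothing about blood as a cause. The direction of Isl1 and Mycn is that of the Nipbl_het libraries, but Nipbl in this library was not among the values that stood apart. The cause stays open.

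The remaining 7 cases were single values in 6 libraries, fewer than the 8 that chance gives, and no explanation was tested for them. Isl1_het replicate 6 had the highest total, 51.0 mega-counts (next 39.0). Nipbl_het replicate 8 had the fewest detected genes of its genotype, 16953 (next 17430). Zfp979 was 11.7 CPM in Isl1_het replicate 2 (next 9.55), Barx2 was 7.69 CPM in double_het replicate 3 (next 5.47), and Upk1b was 73.6 CPM in wild-type replicate 4 (next 54.2). In double_het replicate 8, Lpar3 was 28.2 CPM (next 36.1) and Sema3d was 18.1 CPM (next 27.6).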

How the results depend on the processing

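Leaving out single libraries and the averaged effects were chosen after the data were examined, as was the camera test with a preset correlation. Size factors of DESeq2 within edgeR, both other filters on low counts and the Xist covariate left the counts of the 6 planned comparisons and of both averaged effects within 1.5 times. The settings that moved counts follow, and the cause was not tested except where fewer libraries are the alternative's own construction.

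With 2 surrogate variables the counts were 11 for Isl1_het against wild-type, 1332 for Nipbl_het, 1779 for double_het, 763 for double_het against Isl1_het, 13 for double_het against Nipbl_het, 243 for the averaged Isl1 effect and 2057 for the averaged Nipbl effect. All 258 and 391 genes of the Nipbl_het and double_het comparisons with wild-type were among those. The share of genes higher was 50.8% in Nipbl_het against 69.8% in the main setting, and 52.2% in double_het against 68.3%. It was 52.6% in the averaged Nipbl effect against 66.3%, and 63.0% in the averaged Isl1 effect against 84.6%. In double_het against Isl1_het it was 58.7%, against 55.6%. Higher and lower genes both grew in number, so it is the share of higher genes that depended on this setting. DESeq2 gave 11, 459, 234 and 115 genes for Isl1_het, Nipbl_het, double_het against Isl1_het and the averaged Isl1 effect, of which it placed 73.9% of the last higher, against 84.6%. With no set term, Nipbl_het gave 467 genes, the averaged Nipbl effect 1045, and the averaged Isl1 effect 0. The share of genes higher in Nipbl_het was then 79.9%, against 69.8%, and that in double_het against Isl1_het 69.1%, against 55.6%.

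Leaving out sets removes libraries, and counts fell. Nipbl_het against wild-type gave 118, 31 and 124 genes without sets 1, 2 and 5. Double_het against wild-type gave 235, 113, 67 and 223 without sets 1, 2, 5 and 6, and double_het against Isl1_het gave 74, 22, 12 and 80. The averaged Nipbl effect gave 152, 275 and 401 without sets 2, 5 and 6, and the averaged Isl1 effect gave 0, 0, 0 and 7 without sets 1, 2, 5 and 6. Nipbl in Nipbl_het was −0.66 without set 2 (adjusted p 0.0576). Its adjusted p-value stayed under 0.05 in the other alternatives.

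Across the 37 fits that each left out one library, Isl1_het against wild-type gave 0 to 2 genes, Nipbl_het 167 to 410, double_het 244 to 839 and double_het against Isl1_het 73 to 361. The highest value of each of these came without the library labelled Nipbl_het replicate 2. The averaged Isl1 effect gave 4 to 73 and the averaged Nipbl effect 436 to 1044. Double_het against Nipbl_het and the interaction gave 0 in each of these fits. Nipbl in Nipbl_het ranged from −0.88 to −0.69 on the log2 scale.

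Changes of Nipbl that were near 0 took the other sign in some fits. Nipbl in Isl1_het against wild-type was −0.013 with 2 surrogate variables, −0.0079 without set 2, and −0.0102 to 0.0531 without single libraries. In double_het against Nipbl_het it was 0.009, 0.144 without set 5, and −0.131 to 0.0831 without single libraries. In the interaction it was 0.0221, 0.084 without set 5, and −0.167 to 0.0459. None of these passed the threshold in any fit. Over the named genes and lists, more results were weaker than stronger under other settings, with 2 stronger, and 14 were weaker without a single library. Tbx1 in Nipbl_het was past the threshold in the main setting and lost it most often.

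Replicate numbers of the titles were checked as a pairing. Over 54 pairs of libraries with the same number the median correlation of their deviations was 0.0279, and 17 exceeded 0.1, so the numbers do not pair the libraries. With the replicate block in place of the set number, Nipbl_het gave 355 genes, double_het 610, double_het against Isl1_het 151, the averaged Isl1 effect 9 and the averaged Nipbl effect 993. In double_het against Isl1_het 70.9% were higher, against 55.6%. The ventricular list in Isl1_het then had a median of −0.21 (adjusted p 0.110), while the epicardial list in Isl1_het (adjusted p 0.0434), the second heart field list in Nipbl_het (0.0189) and the endocardial list in double_het (0.0126) passed.

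Of the 44 list tests, 9 passed with fry, 16 with camera at a preset correlation, and 6 with camera at an estimated correlation. The atrial list in Nipbl_het and double_het and the epicardial list in Nipbl_het were the 3 that did not pass under the estimate, and all 9 passed under the preset value. The 7 tests that passed under the preset value but not with fry were the ventricular (adjusted p 0.00631) and atrial (8.92e-04) interactions, the atrial, endocardial, epicardial and erythroid lists in Isl1_het, and the erythroid list in Nipbl_het. With no set term 11 tests passed, among them the second heart field list in Nipbl_het (0.00891) and the endocardial list in double_het (0.0204). With 2 surrogate variables 10 passed, among them the atrial list in Isl1_het (0.0363).

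How depth limits the low genes was not tested. The beta protocadherins that passed had as few as 0 counts in a library. Interactions near 0.5 on the log2 scale were recovered in 37.9% of simulated genes, which were not split by their counts.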

Other observations

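Chosen only after the result was seen were the tests of noise in Isl1, of ventricular share, of the Xist level, of a length trend over all genes, of the epicardial score as the only cause, of shuffled score residuals, of sets left out, and of the Nipbl effect on both backgrounds. Some verdicts also changed after values were seen. The criterion for the epicardial score in the averaged Nipbl effect was written in 4 versions and that for gene length in 2, and the versions are described with their values. The tests of library depth and of neuron genes were first read as counting against their explanation and were then withdrawn as undecided, since one moved no gene and the other had members going both ways.

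Genotypes were shuffled within sets, and 100 splits, the real one included, were counted for each comparison. As many genes as observed came from 2 of 100 splits for Nipbl_het against wild-type, 2 of 100 for double_het against wild-type, 1 of 100 for double_het against Isl1_het, and 2 of 100 for each of the averaged Isl1 and Nipbl effects. One shuffled split gave as many as 1805 genes for Nipbl_het, so single splits can give large counts. For the comparisons with 0 genes the count at an unadjusted p-value under 0.05 was used, and as many genes came from 29 of 100 splits for Isl1_het against wild-type, 33 of 100 for double_het against Nipbl_het and 66 of 100 for the interaction. These 3 counts do not stand apart from chance.

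A decrease of Isl1 in Isl1_het, whose embryos carry 1 working allele, did not pass the threshold. Noise that hides a loss of 1 log2 unit is argued against, since the 95% interval of the log2 change ran from −0.57 to 0.18. A smaller decrease is not excluded. Adding the second heart field score as a covariate gave a lower end of −0.59. Within genotype and set this score correlated with Isl1 at only r = 0.317. A covariate so weakly tied to Isl1 does not exclude an uneven share of second heart field tissue as a mask for such a loss. Transcription from the Cre allele counted as Isl1, and compensation by the other allele, could both make a loss smaller than 1 log2 unit and were not tested. In Nipbl_het, Isl1 was higher. With the second heart field score as a covariate the change was 0.55 (SE 0.22, unadjusted p 0.0191), against 0.79 without it. A larger share of that tissue may account for part of the rise. As the whole cause it is not excluded, since the score follows Isl1 only weakly. These libraries include the library labelled Nipbl_het replicate 2.

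Ventricular genes were lower and atrial genes higher with Nipbl loss. The ventricular list was also lower in Isl1_het against wild-type (median log2 change −0.25), so its decrease was not specific to Nipbl loss. The atrial score rose above the endocardial score by 0.32 on the log2 scale (permutation p 0.0172, two-sided, 10000 shuffles within sets). This would argue against a smaller ventricular share alone only if that share raised the other tissues alike. Endocardial cells may be lost together with ventricular tissue, so the test does not decide. The averaged Nipbl effect was −0.21 on the ventricular score (permutation p 0.0027), 0.32 on the atrial score (0.0023), 0.25 on the epicardial score (0.0023), −0.007 on the endocardial score (0.920) and −0.07 on the cushion score (0.325). A smaller ventricular share and a change in atrial and epicardial cells or in their share stay open. The dissection of each heart is not described.

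The beta protocadherins were lower with Nipbl loss. Reads moved between near-identical members are argued against, since the summed count of the family fell by 0.99 on the log2 scale (permutation p 1e-04, the smallest that 10000 shuffles can give). The summed level was 7.09 ± 1.68 CPM in wild-type, 7.06 ± 1.81 in Isl1_het, 3.67 ± 1.17 in Nipbl_het and 4.12 ± 1.04 in double_het (SD). A loss of neurons and neural crest cells, which also express these genes, cannot be told apart. Of a list of such genes, 7 were expressed enough in these hearts to be tested, and their median change was 0.15 with 4 of 7 higher (fry p 0.0830), and members that go both ways decide nothing. A direct effect of cohesin loading on this cluster is a hypothesis that these data could be consistent with and do not test.

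The 605 genes of the averaged Nipbl effect were set against technical sources. Alleles linked to the Nipbl locus are argued against, since 1 of the 40 nearest tested genes passed, namely Adamts12, against 4.02% elsewhere (one-sided Fisher's exact test, p 0.806). Sex is argued against as the whole cause, since 585 of the 605 genes still passed with the Xist level as a covariate that moved 10 genes. Blood content is argued against likewise, since 560 were kept with the erythroid score, which moved 505 genes. Library depth cannot be told apart by its covariate: 554 were kept, but the covariate moved 0 genes, so the test is void. Liver tissue in the samples was not tested as a source. Differences between sets were not tested for the 605 genes themselves. They are argued against for genes called in Nipbl_het against wild-type without a set. Of these, 81.5%, 269 of 330 summed over 3 sets, went the same way in the set left out. A gene called in several of these fits is counted each time. All these tests include the library labelled Nipbl_het replicate 2.

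Gene length gave a mixed answer. Genes called higher had shorter exons than genes called lower, with medians of 2674 and 4097 bases, a log2 difference of −0.62 (permutation p 1e-04, the smallest possible), and genes not called had a trend of the same direction (Spearman's rho −0.0393 across genes). By the criterion written first, a length bias therefore cannot be told apart from the effect. The criterion set afterwards asked how large the trend is. The trend over all genes gives 0.0086 of the log2 difference of 0.87 between the genes called higher and lower, which argues against a length trend shared by all genes as the whole cause. A bias that acts on called genes only stays open.

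A larger epicardial share was weighed as a cause of the averaged Nipbl effect. By the criterion written first, that most genes would be lost with the epicardial score as a covariate, the explanation was met, since 288 of the 605 genes were kept. The next version compared genes kept and lost and was dropped as circular. The version after that used the correlation with the score within genotype and set, and its median over 602 genes, signed by the effect, was 0.0381. That is small but above the range of −0.0749 to 0.00462 of 1000 random lists. The last asked whether the score can be the only cause. That is argued against, since 331 genes passed with the covariate, which moved 48 genes. A control was then added, because the score itself differs between Nipbl genotypes. With its residuals shuffled between libraries, 13 of 20 fits kept as few genes (118 to 491, median 196). The loss of 317 genes can thus come from the score's own difference between genotypes, and for these genes an epicardial share cannot be told apart from the Nipbl effect. The same limit applies to any tissue score that differs between genotypes.

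The 26 genes of the averaged Isl1 effect may reflect the epicardial share of the tissue. Between libraries of one genotype and set, the median correlation of 25 of them (Upk3b, a member of the list, left out) with the epicardial score was 0.608, where the highest median of 10000 random lists of the same expression was 0.206. All 21 genes higher correlated positively and all 4 lower negatively. The epicardial list itself had a median of 0.30 in the averaged Isl1 effect (7 of 7 genes higher, fry p 4.70e-04). With the score as a covariate 0 genes passed, which by itself says little for the reason given above. A change in the number of epicardial cells, in their expression or in the dissection would look alike here. The count was also fragile, at 0 without set 1, set 2 or set 5.

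The Nipbl effect was compared between backgrounds. Here log2 changes came from a linear fit to log2 CPM with a prior count of 2, so that shuffles could be refitted. Their correlations differ from those of the edgeR changes, which were 0.449 for the Nipbl effect and 0.272 for the Isl1 effect. Across genes, the log2 changes on the wild-type and Isl1_het backgrounds correlated at 0.508, and 1 of 100 splits, the real one, gave as high a value (highest shuffled 0.411), consistent with one effect on both. For the Isl1 effect on the wild-type and Nipbl_het backgrounds the correlation was 0.351, and 6 of 100 splits gave as high a value, so one effect cannot be told apart from chance. No larger mean Nipbl effect on the Isl1_het background was seen over the genes called for the averaged effect. Their mean interaction, signed by the effect, was −0.0303 on the log2 scale (permutation p 0.481), inside the central 95% of shuffles, −0.07 to 0.09, where the mean size of the effect was 0.54 over 605 genes. A mean difference within the range of the shuffles is not ruled out, and neither are single genes with an interaction. Each of these values includes the library labelled Nipbl_het replicate 2.

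Transcripts of the Y chromosome marked 11 of the 37 libraries (29.7%, 95% Wilson interval 17.5% to 45.8%), and the other 26 had high Xist, with no library showing both or neither. An even sex ratio gives so uneven a split with an exact binomial p of 0.0201 (two-sided). By genotype, 3 of 10 wild-type, 2 of 9 Isl1_het, 4 of 9 Nipbl_het and 2 of 9 double_het libraries carried Y transcripts, and in set 1 none of 6 did. No explanation was tested.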
